A study of Danio rerio with 14 samples. Its data were reported in "IRF4 drives clonal evolution and lineage choice in a zebrafish model of T-cell lymphoma" (2022).

How the data were processed

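H3K27ac ChIP-seq libraries of 4 tumors and 3 normal thymus samples of zebrafish were analysed as peak lists. Input libraries were not analysed here. Per the labels and the study's methods, the authors sequenced single-end reads of 50 bp, aligned them to GRCz11 with Bowtie2, removed duplicates with samtools and called broad peaks with MACS2 on each sample alone against whole cell lysate, at the p-value threshold given in the methods. Each list comes from the calls on a single library, with no list called on several libraries together. The study calls the thymus samples pooled in some places and not in others, and the labels do not settle how many fish a thymus library held. In 6 of the 7 lists the deposited columns are the sequence name, start, end and peak name. The deposited list of tumor 1 also has a score, the fold enrichment over background (a ratio) and −log10 of the p-value and q-value per peak, all as the authors' peak caller gave them. They were used only to describe that list. The minimum peak width of a list by default follows the fragment length that MACS2 estimates for the library, so lists with a smaller estimate can hold narrower peaks. The files give no read totals, so the depth of each list was not used here.

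Groups came from the labels. The planned tests that need gene annotation or genome sequence on GRCz11, or scores in every list, were not run: promoter shares, promoter genes, the gene lists, the IRF motif, domain genes, filters on −log10 p and ranking by fold enrichment. A table of gene positions on another build was not used here, since builds were not mixed. The study's read-based test was not used, as lists hold no counts.

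Covered length was computed after merging peaks within a list. Regions are the union of the 7 lists merged where peaks overlapped by at least 1 bp, and a region was called in a sample when any of its peaks lay in it. Tumor-only regions were called in all 4 tumors and no thymus sample, thymus-only regions in all 3 thymus samples and no tumor. Group means were compared by exact permutation over the 35 splits of 7 samples into 4 and 3, two-sided. The Jaccard difference was tested over the same splits, one-sided. Region and domain counts were ranked among the same count for every split. Fisher's exact test per region was adjusted by Benjamini-Hochberg. Large domains were built on chromosomes 1 to 25 from all peaks, joined within 12.5 kb, ranked by covered length and kept above the point where the scaled curve has a slope of 1. The design had called for leaving out promoter peaks and ranking by fold enrichment, which these lists do not allow. Domains of the 7 samples were then merged in place of assigning genes.

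The named-region rule, set before the data were examined, took the 5 regions per class on chromosomes 1 to 25 with the highest median within-list percentile of fold enrichment. Peak width replaced fold enrichment for want of it in 6 lists. Alternatives set before the data were examined were chromosomes 1 to 25 only, calls that need peaks over at least 50% of a region, fixed bins of 1 kb, a relaxed rule, joining within 5 kb, leaving out each sample, and the replicate block. The 50% rule for regions also dropped each region that any list covered in part but by less than 50%. A bin was called in a list where peaks covered at least 50% of it. Added after seeing the data were peaks of at least 128 bp (the largest of the minimum widths), the 19809 widest peaks of each list, the 500 largest domains of each list, and removal of the wide stretches of tumor 2. Median peak width and merged domains as results were also added then.

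Scripts used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. The code of the region step was tested on simulated lists with 400 planted regions, each called in all samples of a group and in none of the other. Their recovery follows from the rule itself, so this checks the merging and counting and says nothing of sensitivity or false calls.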

Results

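H3K27ac, an acetylated form of histone H3 found at active promoters and enhancers, was profiled by ChIP-seq in sorted mCherry-positive cells of zebrafish T-cell tumors and of normal thymus. The tumors arose in fish that carry human IRF4, a transcription factor, under the lymphocyte promoter lck, and the thymus samples came from fish with the reporter alone. Peak lists of 4 tumors and 3 thymus samples were compared, each list called on its own library. The lists hold no read counts, so the number of reads behind each list cannot be read from them and no counting interval is given. Samples are named by tissue and replicate number: tumors 1, 2, 3 and 4, and thymus 2, 3 and 5.

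The first question was how much of the genome was called in each sample. The number of peaks ranged from 19809 in tumor 4 to 32781 in tumor 2 among the tumors, and from 31647 in thymus 2 to 40335 in thymus 3 among the thymus samples. The mean was 27309.5 ± 5636 (SD, n = 4) in tumors and 36932 ± 4639.7 (SD, n = 3) in thymus, a difference that did not pass the exact two-sided permutation test (p = 0.0857). With 35 splits of the 7 samples into 4 and 3, the smallest p this exact test allows is 0.0286. Restricting the lists to peaks of at least 128 bp moved the difference most, from -9622.5 to -424 peaks. Covered length was 14.8 ± 3.98 Mb (SD, n = 4) in tumors and 14.6 ± 4.93 Mb (SD, n = 3) in thymus, which differed by less than the spread between replicates (exact permutation p = 0.914). The sign of that small difference turned when thymus 2, tumor 2 or tumor 3 was left out, with a value of -2.62 Mb without thymus 2.

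Tumor peaks were wider. The median peak width was 445, 341, 410 and 329 bp in tumors 1, 2, 3 and 4, and 178, 207 and 217 bp in thymus 2, 3 and 5. The group means were 381 ± 55.5 bp (SD, n = 4) and 201 ± 20.3 bp (SD, n = 3), with an exact two-sided permutation p of 0.0286, the smallest possible. The lists also differed at their lower limit. The narrowest peak measured 128, 127, 117 and 72 bp in tumors 1, 2, 3 and 4, and 50, 53 and 54 bp in thymus 2, 3 and 5, and between 577 and 2394 peaks of a list sat exactly at that limit. Among peaks of at least 128 bp the difference in median width was 115 bp and no longer passed the exact permutation test (p = 0.0571). Among the 19809 widest peaks of each list it was 76.7 bp (exact permutation p = 0.514). That cut keeps all of tumor 4 and only the widest peaks of the longer lists, so it raises the medians of those lists by construction. It therefore cannot decide whether tumor peaks are wider.

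**Figure D1:**
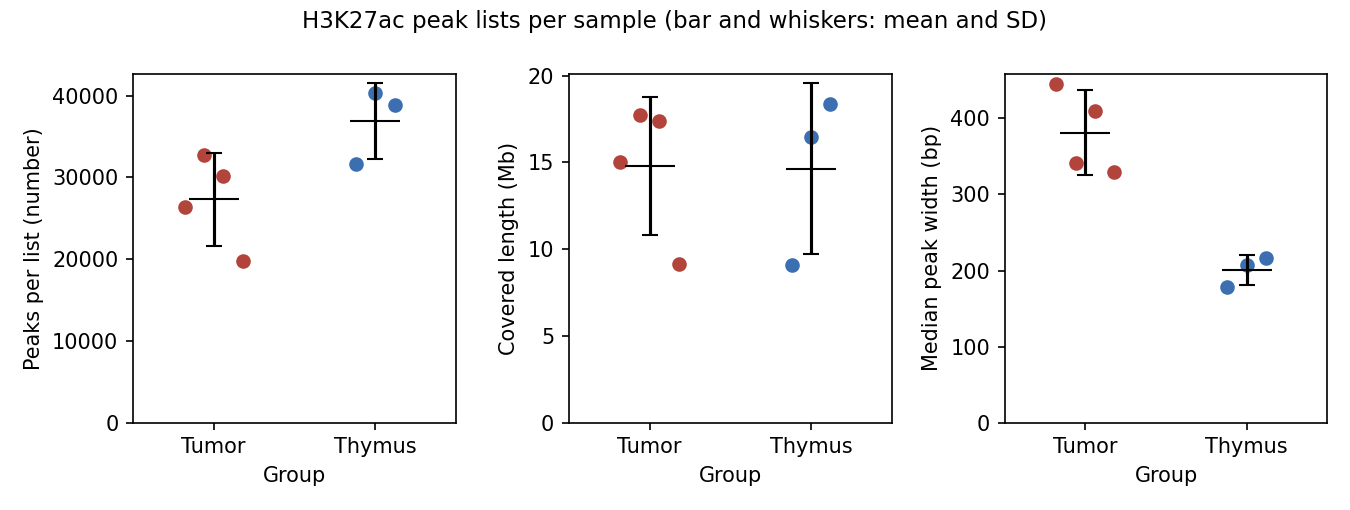
Number of peaks, covered length in Mb and median peak width in bp for each of the 7 samples, with 1 point per sample and the group mean with its SD. All 4 tumors lie at or above a median width of 329 bp and all 3 thymus samples at or below 217 bp, while covered length overlaps between the groups.

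Names of peaks in thymus 2 and thymus 5 carry a batch word that the other 5 lists lack. What the word stands for is unclear, and it was treated as a possible technical batch. The lists without it hold all 4 tumors and only thymus 3, so no comparison among those lists can give an exact p under 0.2. The lists with the word are thymus samples alone. Within the lists without the word, thymus 3 had 40335 peaks, 16.5 Mb of covered length and a median width of 207 bp, against the tumor means given above. For the comparisons between tumors and thymus below, batch and group cannot be told apart beyond what thymus 3 shows.

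Whether lists of a group resembled each other more than lists of different groups was measured with the base-pair Jaccard index, the length shared by a pair of lists divided by the length covered by either. The index averaged 0.387 over the 6 pairs of tumors, 0.335 over the 3 pairs of thymus samples and 0.298 over the 12 mixed pairs. The 9 pairs within groups exceeded the mixed pairs by 0.0718, more than in any other split of the samples (exact one-sided test over 35 splits, p = 0.0286). The ranges overlapped, from 0.274 to 0.49 within groups and from 0.194 to 0.398 between them. Thymus 2 stood lowest, with a mean index of 0.22 against the tumors and of 0.274 and 0.276 against thymus 3 and thymus 5. Thymus 3, which like the tumors lacks the batch word, had a mean index of 0.331 with the tumors and an index of 0.455 with thymus 5. Across the 4 alternatives of filtering tried, the excess lay between 0.0705 and 0.075.

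**Figure D2:**
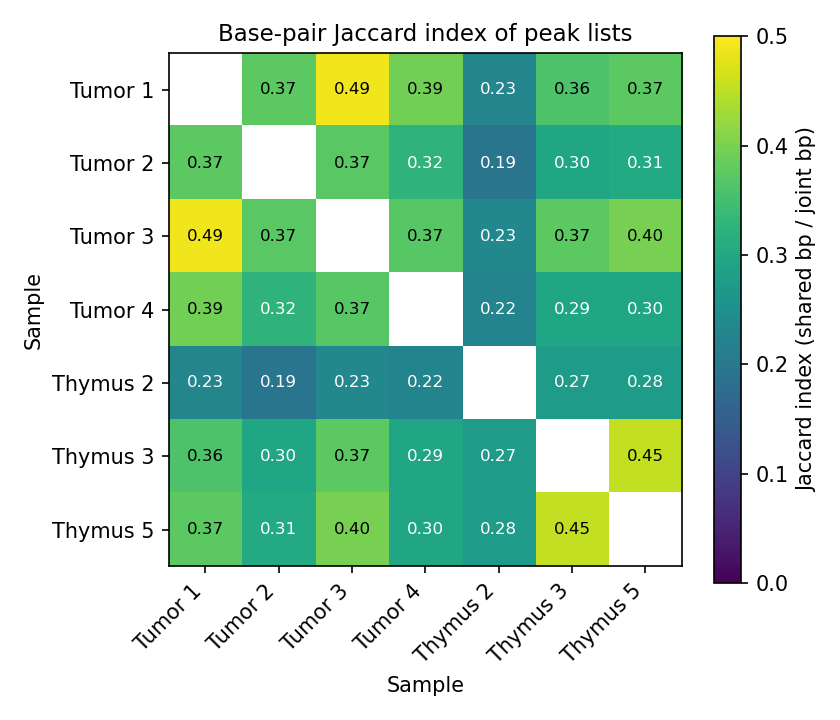
Base-pair Jaccard index of each pair of peak lists, from 0 (no shared length) upward, with samples on both axes. The tumor 1 and tumor 3 pair has the highest index at 0.49, and the row of thymus 2 holds the lowest values, down to 0.194.

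The study sorted regions into those active in tumors, in both tissues and in thymus by a test on reads. Peak calls give a counterpart of these classes. Merging the 7 lists where they overlapped by at least 1 bp gave 98262 regions, of which 70134 (71.4%) were called in a single sample and 7983 (8.12%) in all 7. In all, 465 regions (0.473%) were called in all 4 tumors and in no thymus sample. No other choice of 4 lists gave as many (1 of 35 splits, exact share 0.0286). The next highest was 335 regions for tumors 1 and 3 with thymus 3 and 5, and the median of the other 34 splits was 35.5. In the other direction, 622 regions (0.633%) were called in all 3 thymus samples and in no tumor, again the highest of the 35 splits, followed by 507 for tumors 1, 2 and 3 and a median of 46.5. With peaks of at least 128 bp the tumor-only count was 516 and still ranked first, whereas the thymus-only count was 383 and was reached by 2 of the 35 splits. With the 19809 widest peaks of each list the counts were 474, still first, and 344, reached by 2 splits. Neither count ranked first in fixed bins of 1 kb, where 389 tumor-only and 432 thymus-only bins were each reached by 2 splits. A bin was called only where peaks covered at least 50% of it, so this rule is also stricter than the main one. Under a relaxed rule of at least 3 of 4 tumors and at most 1 thymus sample, 2874 regions were found and 5 of the 35 splits reached that count. Leaving out a single library, which relaxes the requirement, moved the tumor-only count up to 980 without tumor 4 and the thymus-only count up to 2103 without thymus 2. In 6 of these 7 fits another split reached the tumor-only count, the exception being the fit without tumor 4. In 1 of the 7, the fit without tumor 4, another split reached the thymus-only count. With a tumor left out, both groups hold 3 lists, so the real grouping reversed is among the splits. Without tumor 1, 2 or 3, the only other split was this reversed grouping, the thymus-only class (774, 778 and 815 regions against 676, 734 and 648). Without tumor 4 it was the tumor-only class (980 against 662). A different grouping reached the tumor-only count only in the fits without a thymus sample. Among the 5 lists without the batch word, 896 regions were called in all 4 tumors and missed in thymus 3, the longest list. Regions called in the other 4 lists and missed in a tumor numbered 258 for tumor 1, 690 for tumor 2, 187 for tumor 3 and 1760 for tumor 4, the shortest list.

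**Figure D3:**
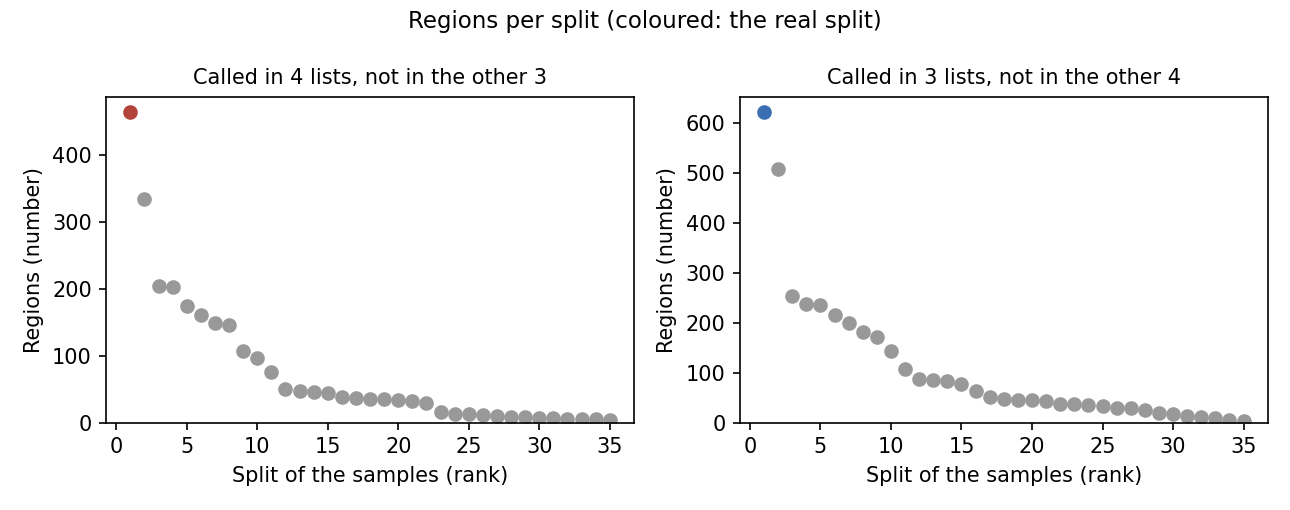
Number of regions called in a set of lists and in none of the others, for each of the 35 ways to choose 4 lists (left) or 3 lists (right), ranked from highest to lowest. The real split, in colour, gives 465 and 622 regions, each above all other splits.

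Calls of present or absent in 4 and 3 samples limit what a test per region can reach, unlike a test on reads. Fisher's exact test per region gave p = 0.0286 at best, and 1087 regions, all of the tumor-only and thymus-only classes, fell under an unadjusted 0.05. After Benjamini-Hochberg adjustment 0 regions passed, with a smallest adjusted p of 0.785 in the exact test. With 70134 of the 98262 regions called in a single sample, too few could reach the smallest p for any to pass. The 0 was thus fixed in advance and says nothing about differences between the groups.

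Tumor 1 was the only list with the authors' fold enrichment and p-value for each peak, which describe that list alone. Its 558 peaks in tumor-only regions had a median fold enrichment of 3.35, against 4.42 for 9478 peaks in regions common to all samples and 2.88 for 4721 peaks called in tumor 1 alone. The median -log10 p was 5.8, 11.2 and 4.16 in the same order. Across the 26449 peaks of the list, which are not independent replicates, width correlated with fold enrichment (Spearman rho = 0.553) and with -log10 p (rho = 0.651).

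The regions named here rank highest by the median within-list percentile of peak width, since fold enrichment was at hand for a single list. Coordinates are those of GRCz11, and no gene annotation of that build was used here. The tumor-only regions were on chromosome 8 at 44428305 to 44432055, on chromosome 20 at 36570775 to 36573655, on chromosome 19 at 45643919 to 45647202, on chromosome 13 at 16813695 to 16816356 and on chromosome 24 at 446919 to 449835. Peaks covered 2923 ± 513 bp (SD, n = 4 tumors) of the first and 2244 ± 393 bp (SD, n = 4) of the region on chromosome 13. The spread between tumors was larger for the others. They had 2307.5 ± 818.6 bp on chromosome 20, 2351.5 ± 855.7 bp on chromosome 19 and 2383.75 ± 608.1 bp on chromosome 24 (SD, n = 4 each). The thymus-only regions were on chromosome 5 at 14340621 to 14344370, on chromosome 2 at 2161947 to 2164287 and at 32781860 to 32785371, on chromosome 15 at 3323947 to 3326954 and on chromosome 25 at 17147176 to 17150528. Peaks covered 2992 ± 661 bp (SD, n = 3 thymus samples) of the region on chromosome 5. By construction each of these regions had no called peak in any sample of the other group.

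Large domains were built after the study's super-enhancer approach as far as peak positions allow, by joining nearby peaks and ranking the joined domains by covered length. Their number per sample was 567 ± 118 (SD, n = 4) in tumors and 679 ± 133 (SD, n = 3) in thymus (exact two-sided permutation p = 0.314). The difference of -113 domains was -5.33 with the 19809 widest peaks of each list (exact permutation p = 0.971). With a sample left out, that difference ranged from -189 without thymus 2 to -55.7 without tumor 2. Of 1502 merged large domains, 90 were shared by all 7 samples. Domains present in at least 3 of 4 tumors and at most 1 thymus sample numbered 103, a count reached by 10 of the 35 splits. It ranged up to 205 when tumor 2 was left out. Domains present in all 3 thymus samples and at most 1 tumor numbered 112, the highest of the 35 splits (exact share 0.0286), with 68 in the next split and a median of 10.5 in the others. With the 19809 widest peaks of each list the thymus count was 72 and 2 of the 35 splits reached it, and without thymus 2 it was 235. It stayed the highest of the 35 splits with peaks of at least 128 bp (109) and joining within 5 kb (135). The same held with the 500 largest domains of each list (82) and without the wide stretches of tumor 2 (109).

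The widest peak of the series was in tumor 2, on chromosome 25 at 26302922 to 26391494, and measured 88573 bp. The widest peak in any other list measured 9026 bp. Tumor 2 held 38 peaks wider than that, on 15 sequences and with a summed width of 0.776 Mb, or 4.38% of its covered length. Removing peaks that touched these stretches from every list left the tumor-only and thymus-only counts at 465 and 622. Thymus-only regions hold no peak of tumor 2, so by construction the removal could not lower their count. With only 38 stretches, little change in the tumor-only count was possible either. The same removal changed the difference in large domains per sample from -113 to -57.8 and the tumor-recurrent domains from 103 to 121.

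**Figure D4:**
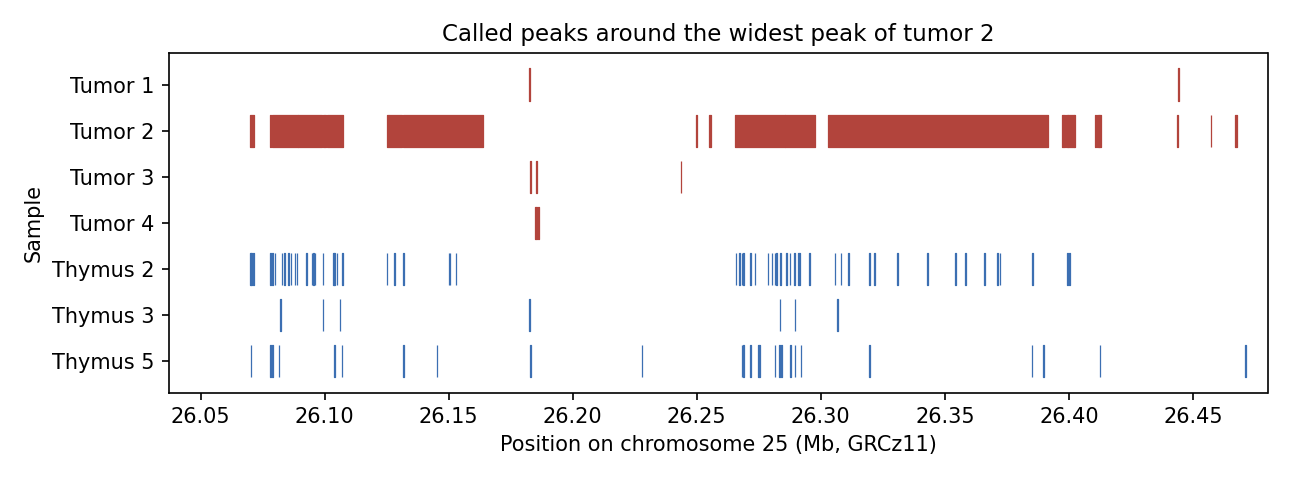
Called peaks of the 7 samples on chromosome 25 between 26037203 and 26480067 (GRCz11), with position in Mb on the horizontal axis and a line per sample. Peaks are drawn at their positions with a minimum line width, and the window holds 23 peaks in tumor 2, 59 in thymus 2 and 25 in thymus 5, against 2, 3, 2 and 7 in tumors 1, 3 and 4 and thymus 3.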

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

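The tests of the wide peaks by their flanks were chosen after the result was seen. Of 8 measures per sample compared among the 4 tumors, 1 had a tumor far from the others relative to their range: the widest peak, at 88573 bp in tumor 2. Chance alone places about 1 in 20 such groups past the limit used. The pattern behind it is a set of 38 wide peaks in tumor 2. A copy gain or activity in tumor 2 alone would leave the other lists without excess in these stretches, yet thymus 2 held 250 peaks inside them and 141 in flanks of the same length that touched no other such peak, and its density per Mb was 2.24 times that of the flanks (0.776 Mb inside, 0.981 Mb of flanks). Thymus 5 had a ratio of 2.06 with 80 peaks inside, and thymus 3 had 0.989. The flanks themselves held 174 peaks per Mb in tumor 2, 144 in thymus 2 and 49.9 in thymus 5. Thymus 3 had 23.4 per Mb there, and tumors 1, 3 and 4 had 5.1, 6.11 and 19.4. The flanks may thus share the excess, so these ratios do not measure it against a neutral background. Sequences with high signal in every library are argued against too, since the other 3 tumors together held 19 peaks inside and 30 in the flanks, a ratio of 0.801 (exact 95% binomial interval 0.426 to 1.47, for counting error only), below the interval of thymus 2 (1.82 to 2.78). Counts per tumor were small, with 6 inside and 5 in the flanks in tumor 1 (ratio 1.52, interval 0.386 to 6.28), 0 and 6 in tumor 3, and 13 and 19 in tumor 4, so tumor 1 alone excludes nothing. What stays open is a source shared by tumor 2, thymus 2 and thymus 5, such as handling of those libraries or of their background, or a copy number difference inherited in the stock. These could not be separated without reads. A biological difference between tumor and thymus does not follow the pattern, since it joins a tumor with thymus samples.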

How the results depend on the processing

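The settings based on peak width, the 500 largest domains and the removal of the wide stretches of tumor 2 were chosen after seeing the data, as were median width and merged domains as results. Apart from leaving out samples and the replicate block, 49 alternatives were run for 10 results. Of the 43 for the 9 results with a test, 32 kept their side of the threshold and, for counts, stayed within 1.5 times, 10 no longer passed it, and 1 kept its side with a count beyond 1.5 times. These 32 include alternatives for peak number, covered length, domain number and tumor-recurrent domains, which had not passed with the main settings. The 10 and the 1 all fell on results that had passed. Regions common to all samples have no test, and 4 of their 6 counts stayed within 1.5 times. The filters on -log10 p, promoter and gene windows, motif variants and lists of equal size by -log10 p gave no value, as 6 lists hold no scores and no annotation of the build was used here.

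The excess of within-group similarity kept its side of the threshold under the 4 filters. Differences in peak number, covered length and domain number stayed short of it. With peaks of at least 128 bp, the difference in median width was 115 bp and the thymus-only count 383, both weaker. With the 19809 widest peaks of each list, they were 76.7 bp and 344, and the thymus-recurrent domains fell to 72, also weaker. Where each list had to cover at least 50% of a region or none of it, with other regions dropped, counts were 89 tumor-only, 95 thymus-only (weaker) and 760 common regions. Fixed bins of 1 kb, called where peaks covered at least 50% of a bin, gave 389 tumor-only and 432 thymus-only bins, each reached by 2 of the 35 splits. They gave 1786 common bins. The relaxed rule gave 2874 tumor-only regions, reached by 5 splits, and 1145 thymus-only regions, reached by 2. The 50% cover asked of regions and of bins is stricter than the main rule by construction. Cuts on peak width raise the median width of the lists they shorten, also by construction. The cause of the other changes was not tested.

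Leaving out each of the 7 samples cannot give a share under 0.05. In 6 of the 7 fits another split reached the tumor-only count, all but the fit without tumor 4, and for the thymus-only count this happened in 1, the fit without tumor 4. In the fits without a tumor, that other split was the real grouping reversed. Only the fits without a thymus sample had a different grouping that reached the tumor-only count. Across these fits the tumor-only count ranged from 496 to 980, the thymus-only count from 662 to 2103, tumor-recurrent domains from 110 to 205, thymus-recurrent domains from 117 to 235, and the difference in covered length from -2.62 to 2.07 Mb, with reversed signs at -2.62, -0.798 and -0.683. Fewer lists to satisfy can raise such counts by construction.

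Replicate numbers 2 and 3 occur in both tissues but come from different fish, so they do not pair the samples. The correlation of deviations was 0.0355 for the pair numbered 2 and -0.00358 for the pair numbered 3. In the replicate block, restricted to these numbers, the difference in covered length was 4.79 Mb, and counts were 2388 tumor-only regions, 1557 thymus-only regions and 63 tumor-recurrent domains, which rest on 4 lists.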

Other observations

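The tests chosen only after the result was seen were those at a common minimum width, with equal list sizes, on merged large domains, and of the bins and windows along chromosomes. The real split gave the highest tumor-only count, with 1 of the 35 splits reaching it. Alternate sequences of the assembly as the whole cause would remove that rank, and it held with 388 regions on chromosomes 1 to 25. It also held with 516 regions at a common minimum width and 474 with equal list sizes. Both of these filters take more peaks from the thymus lists on average. That can turn shared regions into tumor-only ones, so they cannot exclude minimum peak width or list size as a cause. The rank did not hold in fixed bins of 1 kb with at least 50% of a bin covered, where 2 of the 35 splits reached 389 bins. Under the relaxed rule, 5 splits reached 2874 regions. With a sample left out, the real split alone had the highest count only without tumor 4, and in the other 6 of 7 fits another split reached it. Without tumor 1, 2 or 3 that other split was the thymus-only class of the same grouping. In the fits without a thymus sample it was a different grouping. A batch effect stays open: among the lists without the batch word, 896 regions of the other 4 lists were missed by thymus 3, against 258, 690, 187 and 1760 by tumors 1, 2, 3 and 4, and with a single thymus list among 5 batch and group cannot be told apart. Tissue or tumor state is the biological difference the design names, and it remains untested beyond this.

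The thymus-only count was also reached by 1 of the 35 splits, but at a common minimum width it was 383, behind 693 regions for tumors 1, 2 and 3 against the rest. That split was already next highest with all peaks, at 507 regions, and it also parts off tumor 4, the shortest list. Minimum width of the deposited lists separates the groups, with tumor 4 at 72 bp the tumor nearest to the thymus lists. The filter removes narrow thymus peaks whatever their origin. How far minimum width contributes to the thymus-only count therefore cannot be told apart from tissue. For large domains, 10 of the 35 splits reached the tumor-recurrent count and 1 of the 35 splits reached the thymus-recurrent count.

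Tumor 2 also had an excess of peaks on chromosome 1. In bins of 5 Mb, its share of peaks was 4.13 times the median share of the 7 samples between 35000001 and 40000000 and 3.33 times between 40000001 and 45000000, the highest ratios in any sample among the 256 bins with a median of at least 50 peaks. The other 6 samples lay between 0.853 and 1.26 in these bins. The source of the wide peaks is argued against as the cause, since thymus 2 reached at most 0.971 there and 0 of the 38 wide peaks lay in them. A gain of this segment in tumor 2 is 1 possible explanation and was not tested, as the lists hold no read depth and input libraries were not analysed. Peaks were called against whole cell lysate, where a gain would also raise the background, so a gain need not add peaks.

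Thymus 2 had 18 windows of 100 kb with at least 20 peaks and at least 2 times the number in every other sample. Tumor 2 had 12 and tumor 3 had 4, while thymus 5 had 0. In the windows of thymus 2, the median was 30.5 peaks in thymus 2, 10 in thymus 5, 9 in tumor 3, 3 in thymus 3, 1 in tumors 2 and 4 and 0 in tumor 1. In tumor 1, the share of peaks on chromosome 4 between 40000001 and 45000000 was 0.235 of the median share, and in tumor 4 it was 0.447. On chromosome 16 between 15000001 and 20000000 the ratio was 2.16 in tumor 2 and 1.89 in thymus 2. Tumor 2 also had a ratio of 2.1 on chromosome 20 between 10000001 and 15000000. Its ratio was 0.421 on chromosome 25 between 35000001 and 40000000.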
